A study of Mus musculus with 30 samples.

How the data were processed

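Poly(A) RNA libraries were made from primary mouse tail-tendon fibroblasts treated with the solvent DMSO, with blebbistatin at 10 µM, an inhibitor of non-muscle myosin II, or with Y27632 at 30 µM, a kinase inhibitor, in medium with 0.1% serum, per the labels. There were 3 libraries per group and 9 in all. ATAC libraries, which mark accessible chromatin, were made from the same 3 kinds of treatment with 3 libraries each, 9 in all. A further 12 genomic DNA libraries, 3 per group, combined doxycycline at 10 ng/mL with blebbistatin. The labels name ATAC as the only genomic DNA protocol, give no assay for these 12 in particular, and do not state what doxycycline induced. The labels give the genotype of all 30 libraries as wildtype.

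The RNA tables hold a signal per gene and library that the authors deposited as counts divided by 1 size factor per library, separately in the 2 tables. This was worked out from the values: 100% of the values above 0 in each column were whole multiples of 1 step, and the whole reads of the DMSO libraries came out identical in both tables, with 0 differing values over 35972 shared genes. The aligner, the counting rule, the annotation and the use of strand are not stated. The log2 fold change and p-value columns of the RNA tables, per the file headers, have the names that DESeq2 writes, and DESeq2 run here on the recovered reads gave log2 fold changes within 3.27e-05 of the deposited ones under blebbistatin. Of the 35973 gene names in the blebbistatin table, 93.1% matched a symbol or synonym of the reference gene table, and 25 names had been turned into dates. Sample columns without a matching label numbered 0.

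The site lists hold log2 group means, a log2 fold and p-value and FDR columns that the authors deposited, per the file headers, with column names as DiffBind writes them and an annotation as HOMER writes it. They hold no values per library, so no SD, n or test of sites was computed here, and every site value is the authors'. The distance of a site to the nearest transcription start is another value of the authors' annotation, per the file headers. The ATAC blebbistatin list also holds the GC fraction of each site, per the file headers, which was not used in a comparison, and the positions of 1 motif. Scaling between libraries and the peak caller are not stated. The 5 lists hold only sites at an FDR of at most 0.05, and the 3 lists of the doxycycline experiment only sites with an absolute log2 fold of at least 1. Site names carry the rank of the site by p-value, and the number of sites tested was worked out from the FDR, the rank and the p-value, assuming the Benjamini-Hochberg formula. No genome build is named in the files. The distances to transcription starts matched gene starts of GRCm38 within 50 bp for 625 of 957 sites of the ATAC blebbistatin list that could be compared, and coordinates are given as in the files. In the doxycycline list, the reference column is headed as the group with blebbistatin and without doxycycline. At 13 sites with the same start and end in the list of blebbistatin without doxycycline, its values differed by a mean of -0.13 with an SD of 0.0044 from the group with neither drug, and by a mean of 1.12 with an SD of 0.184 from the group named in the header. The column was therefore read as the group with neither drug, a group that the labels also assign to that list.

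Genes with a mean normalised count of at least 10 over the 6 libraries of a table were tested with limma 3.58.1 in R 4.3.3, with a trend, on log2(normalised count + 1), without a replicate block. Fold changes are on that scale, which understates the change of low genes. Adjusted p-values are Benjamini-Hochberg values, and a gene was called at an adjusted p under 0.05. The 2 treatments were compared with each other by edgeR 4.0.16 (quasi-likelihood, TMM) on the recovered reads of the 9 libraries, because the tables had been normalised separately. Lists of YAP/TAZ targets, matrix structure, matrix degradation, and actin and SRF targets were fixed before the data were examined and tested with camera at a preset correlation of 0.01, as 1 family of 8 tests. Genes named in the text are, per treatment, the 5 highest and 5 lowest log2 fold changes among called genes with a mean normalised count of at least 100 and no overlap between the groups, and members of the lists, Yap1, Wwtr1, Rock1, Rock2, Myh9 and Myh10. Sites named are the 2 largest folds in each direction per list at an FDR under 0.01, and sites annotated to list genes. Some genes that meet this rule are not reported here. Further names are said where they occur to have been chosen after their values were seen. Sites were counted as shared at an overlap of at least 1 bp. The count by chance placement is the product of the 2 list sizes over the smaller number of sites tested. It takes the tested sites as the same in both comparisons and as equally likely to be listed. Directions were compared by Fisher's exact test, two-sided, which describes the lists, since sites and genes are not replicates. Genes were linked to sites by the authors' annotation.

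Library depth was 23375386 to 37061737 reads in genes. Every replicate pair differed by more than sampling noise, with a mean chi-square per gene of 2.63 to 8.06 against 1 for identical libraries, so all libraries were counted as separate. This shows that the libraries are not copies of each other. It does not show that replicates came from different animals or cell isolates. The tests were tested on simulated data with 200 genes changed by 1 on the log2 scale. limma recovered 90.8% of the 196 changed genes that passed its filter, with 5.94% of its calls false over 14703 genes tested, and edgeR recovered 91.3% of 196 with 5.45% false over 14721. The overlap count found 300 of 300 planted overlaps among 1000 sites. Because both RNA comparisons share the DMSO libraries, 20 sets of unchanged groups sharing simulated DMSO libraries were drawn. Alternatives were other pseudocounts, filters, tests, scalings and thresholds, a replicate block, leaving out each RNA library, and stricter site thresholds and overlaps. Overlaps, random lists and permutations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. DESeq2 was version 1.42.0.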

Results

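Gene expression and chromatin accessibility were measured in primary mouse tail-tendon fibroblasts to examine how mechanical cues and the transcriptional co-regulators Yap and Taz bear on chromatin and transcription. Blebbistatin blocks non-muscle myosin II, and Y27632 is a kinase inhibitor that also lowers actomyosin contractility. RNA was measured in 3 libraries each of DMSO, blebbistatin and Y27632. The total reads in genes were 27380884, 24690594 and 23375386 for DMSO, 24601387, 31326871 and 27680972 for blebbistatin, and 37061737, 31509633 and 27019991 for Y27632. Sites were compared in 9 ATAC libraries with the same treatments and in 12 libraries of a doxycycline experiment, and their depth is unknown because only group means were used here.

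The first comparison asked which genes change when myosin is inhibited. Of 14882 genes tested with limma, 7894 had an adjusted p under 0.05, 3885 higher and 4009 lower with blebbistatin. The median absolute log2 change of the called genes was 0.37, and 978 of them changed by at least 1 on the log2 scale, 541 higher and 437 lower. Among the alternative tests, DESeq2 on the recovered reads moved the count most at this threshold, to 6612, and edgeR on these reads called 7926. The authors' deposited table has 6631 genes with an adjusted p under 0.05, of which 6515 were also called here, each with the same sign. Mmp13, a collagenase, rose from 508.9 ± 25.6 to 7223 ± 239 normalised counts (SD, n = 3), a log2 change of 3.83 with a standard error of 0.045 and a limma adjusted p of 9.37e-14. The next increases in rank had log2 changes of 3.69 for 1810011O10Rik, 3.63 for Mmp10 and 3.53 for Adamts15, and Gdf10 rose from 23.5 ± 4.51 to 273 ± 27.9 normalised counts (SD, n = 3). The largest decrease was that of Srp54b, at -3.75 with a standard error of 0.369 and a limma adjusted p of 3.12e-06. Srp54b is reported as uncertain, since it has the close copies Srp54a and Srp54c and its DMSO counts spread widely, at 196.2 ± 102 normalised counts (SD, n = 3). Among the other decreases, Dio3 changed by -3.02 and Ptx3 by -2.86. Ptx3 fell from 14832 ± 220 to 2046 ± 196 normalised counts (SD, n = 3).

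The second comparison asked the same of Y27632. Of 14833 genes tested with limma, 5328 had an adjusted p under 0.05 with Y27632, 2688 higher and 2640 lower, and 308 changed by at least 1 on the log2 scale, 169 higher and 139 lower. DESeq2 on the recovered reads called 4109 and edgeR 5354. The median absolute log2 change of the called genes was 0.27. Errfi1 rose from 1077 ± 101 to 8586 ± 1679 normalised counts (SD, n = 3), a log2 change of 2.98 with a standard error of 0.110 and a limma adjusted p of 1.76e-09. Nr4a3 rose by 2.98, Nr4a1 by 2.83, Egr3 by 2.77 and Mmp13 by 2.63 on the log2 scale. The decreases were led by Siglecg at -2.22, with a standard error of 0.098 and a limma adjusted p of 5.00e-09, and also included Adra1d at -1.75, 5430403N17Rik at -1.55 and Myl9 at -1.50.

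The treatments were then compared with each other. edgeR called 7934 of 14945 genes at an adjusted p under 0.05, 4017 higher and 3917 lower with blebbistatin than with Y27632. Of these, 796 differed by at least 1 on the log2 scale, 506 higher and 290 lower with blebbistatin. Of the 14683 genes tested in both comparisons with DMSO, 3667 were called in both, 1435 higher in both, 1630 lower in both and 602 in opposite directions. Across genes, which are not independent replicates, the log2 changes had a Pearson correlation of 0.53 and a Spearman correlation of 0.44, and 64.7% had the same sign. Unchanged groups reach such values through shared DMSO libraries alone, so these values by themselves do not show similarity. Unchanged groups simulated against shared DMSO libraries had a mean Pearson correlation of 0.54, from 0.51 to 0.58 over 20 draws, a mean Spearman correlation of 0.48, from 0.46 to 0.50, and 67.4% of the same sign. When the 3 DMSO libraries were divided so that each treatment had its own, which removes the sharing, the Pearson correlation was 0.41 to 0.44 over the 6 divisions and 60.4% to 62.1% of genes had the same sign. The log2 changes therefore stayed correlated without shared libraries. The simulated groups hold no true change, so they do not give the part of 0.53 that the sharing adds. In the simulations at most 0 genes were called in both comparisons, against 3667 in the data. Among the 3065 genes called in both in the same direction, the change was larger with blebbistatin for 74.2%.

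Lists of genes fixed in advance were tested as sets. YAP/TAZ targets had a median log2 change of -0.50 with blebbistatin (22 genes, camera, adjusted p 1.98e-05 over the 8 tests) and -0.19 with Y27632 (adjusted p 0.0116). With blebbistatin 20 of the 22 were called over all genes, 16 lower and 4 higher, and 21 when adjusted over the list alone. With Y27632 the counts were 16 over all genes, 11 lower and 5 higher, and 16 adjusted over the list alone. Actin and SRF targets had medians of -0.66 with blebbistatin (20 genes, camera, adjusted p 2.45e-09) and -0.47 with Y27632 (adjusted p 9.02e-13), and 16 of 20 were called under each treatment, all of them lower. Adjusted over the list alone, 17 and 16 were called. Tagln of this list had 2 to 15 reads per library and was not tested. The counting rule is not stated, so these reads do not settle whether Tagln is expressed. Matrix degradation genes had a median of 0.23 with blebbistatin (23 genes, camera, adjusted p 0.0181) and 0.12 with Y27632 (adjusted p 0.106). This list includes Timp1, Timp2 and Timp3, which inhibit metalloproteinases, so its median and its split do not measure degradation as such. With blebbistatin these 3 genes changed by -0.31, 0.24 and -1.34. Genes of the list moved both ways. With blebbistatin 14 were called higher and 7 lower, 21 also adjusted over the list alone, and with Y27632 13 were called higher and 10 lower, 23 also adjusted over the list alone. Matrix structure genes had medians of -0.12 and 0.03 (28 genes, camera, adjusted p 0.226 for each), with 21 and 15 called over all genes and 22 and 17 adjusted over the list alone. Their median with Y27632 ranged from 0.01 without DMSO replicate 3 to 0.04 without DMSO replicate 2. With a correlation estimated from the data in place of the preset one, only the calls for actin and SRF targets held (adjusted p 0.0229 for each treatment), and with fry the calls held and matrix degradation with Y27632 was also called. Whether a list differed between the treatments was not tested.

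**Figure D1:**
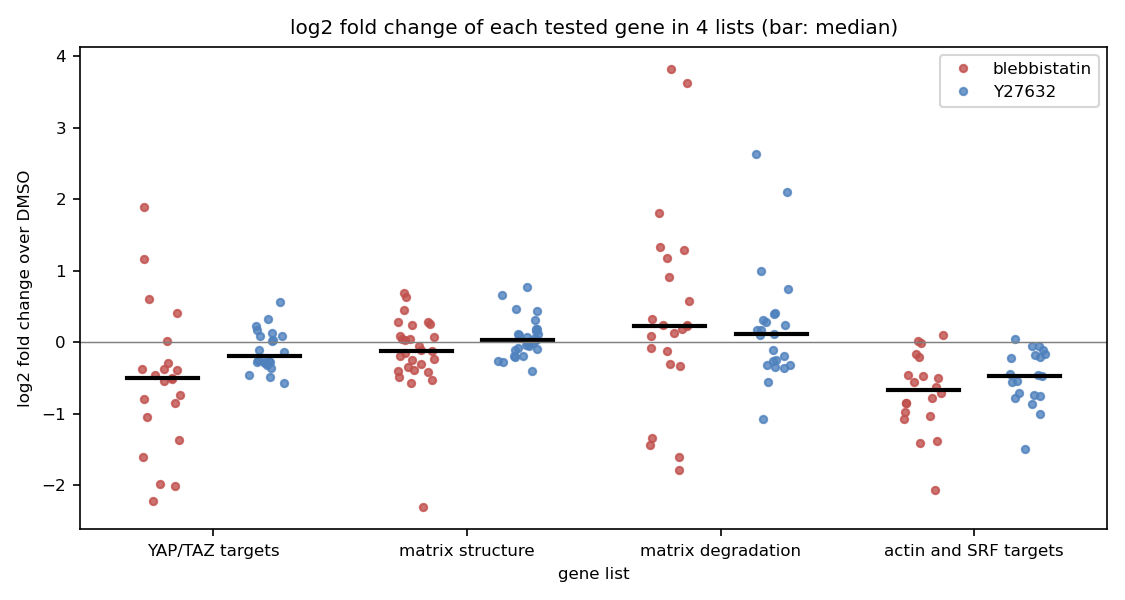
Each point is the log2 fold change over DMSO of 1 tested gene (vertical axis) in 4 gene lists (horizontal axis), for blebbistatin and Y27632, and the black bar is the median of the list. The medians of YAP/TAZ targets are -0.50 and -0.19, and those of actin and SRF targets are -0.66 and -0.47.

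Single members showed how the treatments differed. With blebbistatin, Cyr61 fell from 10510 ± 545 to 2610 ± 241 normalised counts (SD, n = 3), a log2 change of -2.01, Ctgf changed by -1.60, Amotl2 by -2.23 and Thbs1 by -2.31, while Tgfb2 changed by 1.16. With Y27632, Cyr61 changed by -0.13 (limma adjusted p 0.0372), a call that was lost without DMSO replicate 2 (-0.12, limma adjusted p 0.119) or 3 (-0.10, 0.116) and without Y27632 replicate 1 (-0.13, 0.0709) or 2 (-0.09, 0.162), Ctgf by -0.11 (limma adjusted p 0.267) and Amotl2 by -0.49. The value of Ctgf ranged from -0.18 without Y27632 replicate 1 to -0.02 without Y27632 replicate 2, and it was not called in any fit that left out 1 library. The difference between the treatments was -1.87 for Cyr61, -1.47 for Ctgf and -1.72 for Amotl2 (edgeR adjusted p 1.69e-11, 3.72e-08 and 3.46e-13). Acta2 changed by -0.97 and -0.77, with a difference of -0.18 (edgeR adjusted p 0.0154). Among matrix genes, Mmp14 changed by 1.18, Adamts5 by -1.79 and Col1a1 by -0.25 with blebbistatin, and Adamts4 by -1.07 with Y27632. Among the other genes chosen in advance, Rock2 fell from 22163 ± 484 to 6389 ± 225 normalised counts with blebbistatin (SD, n = 3), a log2 change of -1.79, and changed by -0.37 with Y27632, with a difference of -1.41 (edgeR adjusted p 5.79e-13). Rock1 changed by -0.10 (limma adjusted p 0.0466) and -0.02 (limma adjusted p 0.680). Its call with blebbistatin was lost in most alternatives, for example without DMSO replicate 2 (-0.07, limma adjusted p 0.203), and without that library its change with Y27632 was 0.01. Myh9 changed by -0.47 and -0.45, and Myh10 by 0.10 (limma adjusted p 0.0927) and -0.05 (limma adjusted p 0.504), not called in either. Myh10 was called with blebbistatin without DMSO replicate 1 (0.13, limma adjusted p 0.0385), was at 0.04 without DMSO replicate 3, and was at 0.01 with Y27632 without Y27632 replicate 1. Wwtr1, which encodes Taz, changed by 0.33 and 0.22, and Yap1 by 0.13 (limma adjusted p 0.00615) and 0.03 (limma adjusted p 0.462), the latter from 0.02 without DMSO replicate 1 to 0.06 without DMSO replicate 2.

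**Figure D2:**
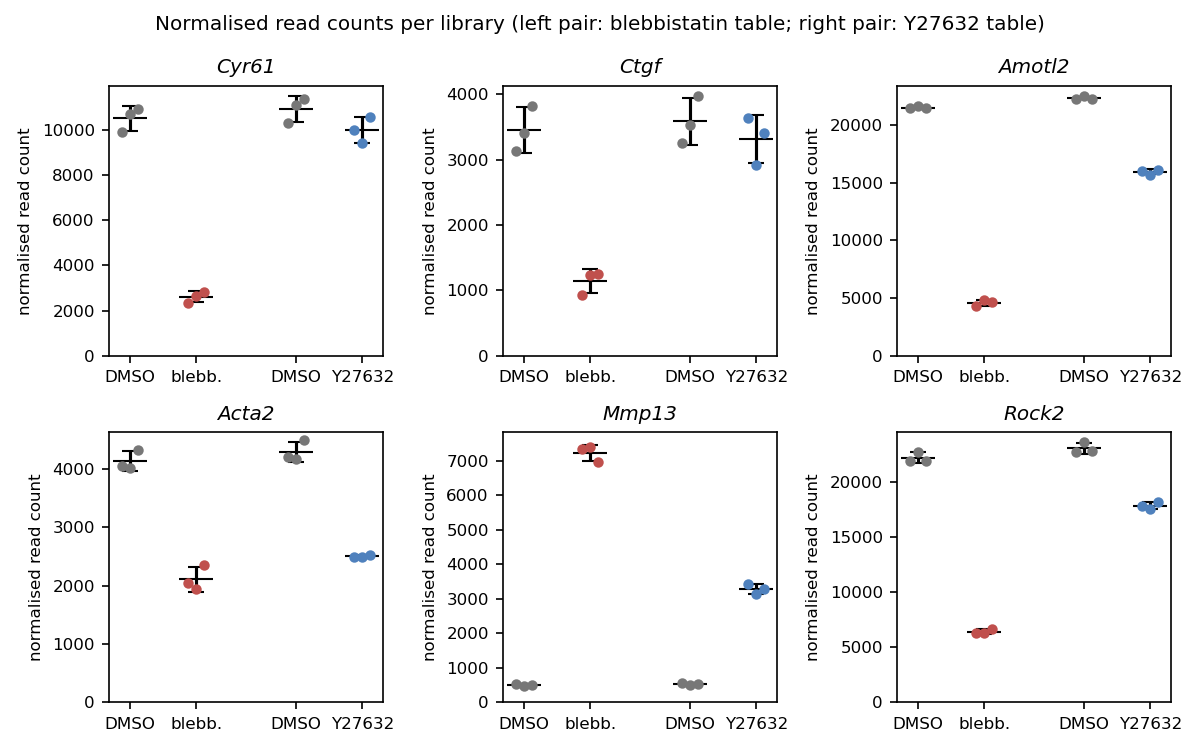
Points are the normalised read counts (vertical axis) of each of the 3 libraries per group for 6 genes, and the horizontal mark and bar are the mean and SD. The left pair of each panel comes from the blebbistatin table and the right pair from the Y27632 table, which were normalised separately, and Cyr61 falls from 10510 to 2610 with blebbistatin while it stays near its DMSO level with Y27632.

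Sites that gained or lost signal were taken from the authors' deposited tables. With blebbistatin against DMSO, 970 of about 62846 sites tested were listed, 953 lower and 17 higher, and with Y27632 207 of about 61804, 176 lower and 31 higher. In the doxycycline experiment, blebbistatin without doxycycline gave 1231 sites, 1219 lower and 12 higher, doxycycline without blebbistatin gave 7613, 7297 higher and 316 lower, and blebbistatin with doxycycline gave 6346, 6332 lower and 14 higher. Site ranks show that at least 2164, 32282 and 47795 sites of these 3 comparisons reached the FDR threshold before sites under the fold threshold were removed, 3.14%, 39.7% and 65.9% of those tested. Sites annotated to introns made up 40.9% and intergenic sites 54.4% of the ATAC blebbistatin list, and promoters 0.825%. Promoters made up 18.7% of the doxycycline list, 1421 of these 1422 sites higher.

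**Figure D3:**
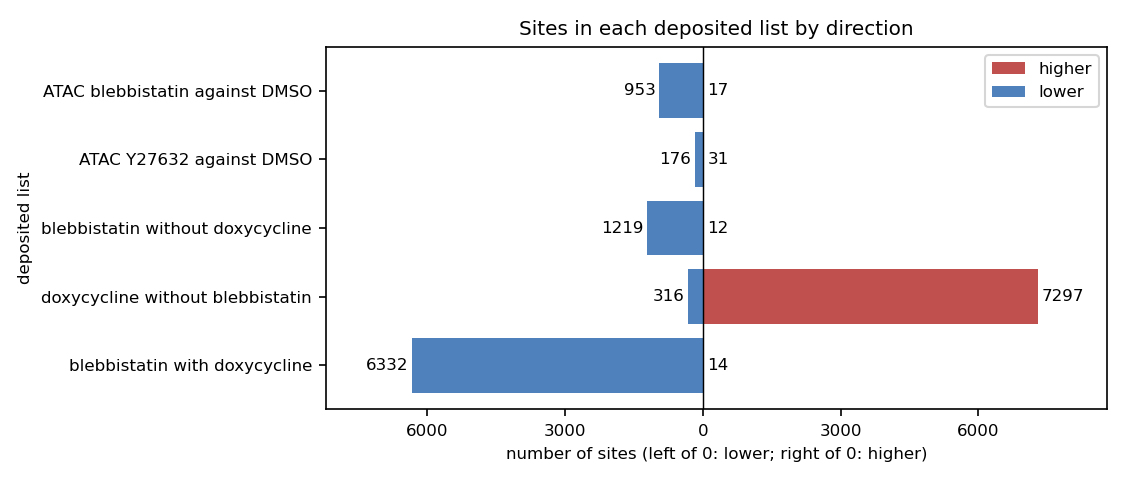
Bars give the number of sites (horizontal axis) in each of the 5 lists deposited by the authors (vertical axis), lower to the left of 0 and higher to the right. Blebbistatin lists are nearly all lower (953 of 970 in the ATAC comparison) and the doxycycline list is mostly higher (7297 of 7613).

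In the authors' deposited table for ATAC with blebbistatin, the largest decrease was at chromosome 8, 35370781 to 35370865, intergenic and nearest Ppp1r3b, with a log2 fold of -2.97, and no increase had an FDR under 0.01. In the table for Y27632 the largest increase was at chromosome 5, 44975496 to 44976131, in an intron of 4930431F12Rik, with a log2 fold of 1.67. An intergenic site at chromosome 3, 145702797 to 145703054, which the authors' deposited tables annotate to Ccn1, the newer symbol of Cyr61, had log2 folds of -1.61 with blebbistatin and -1.37 with Y27632. A site at chromosome 9, 102715559 to 102715751, nearest Amotl2, had a log2 fold of 2.06 with doxycycline in the authors' deposited table. Coordinates are as in the tables, which name no genome build. Of the sites annotated to YAP/TAZ targets, all but 1 of 13 were lower with blebbistatin in the ATAC list. With Y27632 all 4 were lower. All 24 were lower in the list of blebbistatin without doxycycline and all 26 in that with it. In the doxycycline list 38 of 39 were higher. These counts do not set the targets apart, since 98.2%, 85.0%, 99.0% and 99.8% of all sites in the first 4 lists were lower. In the doxycycline list 4.15% of all sites were lower. There, 27 of 29 matrix structure, 16 of 19 matrix degradation and 11 of 11 actin and SRF sites were also higher.

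The lists were compared by overlap. The ATAC blebbistatin and Y27632 lists shared 149 sites, 143 lower in both and 6 higher in both (Fisher's exact test, p 7.29e-11), 72.0% of the Y27632 list, against 3.25 by chance placement. Independent directions, taken here and below from the shares of the whole lists, would have been the same at 83.8%. Both use the same DMSO libraries. Simulated unchanged groups with a shared reference had the same direction at 66.7% of sites and 0 sites called in both. The ATAC blebbistatin list and that of blebbistatin without doxycycline, which share no library, had 352 overlaps, 351 lower in both and 1 higher in both (Fisher's exact test, p 0.00284), against 19 by chance placement. Independent directions would have been the same at 97.3%, and the p-value rests on the 1 overlap higher in both. Blebbistatin without and with doxycycline shared 408 sites, all lower in both, against 113 by chance placement, and the log2 folds differed by a mean of -0.08 with an SD of 0.23 over these sites. With no site in another direction, Fisher's exact test cannot separate the directions (p 1). Doxycycline and blebbistatin without doxycycline overlapped at 258 places, 255 of them higher with doxycycline and lower with blebbistatin (Fisher's exact test, p 1), against 136 by chance placement. Independent directions would have been opposite at 95%. These lists share the group with neither drug. Doxycycline and blebbistatin with doxycycline shared 2016 sites, 2015 higher with doxycycline and lower with blebbistatin and 1 the other way (Fisher's exact test, p 0.000496), against 666 by chance placement. Independent directions would have been opposite at 95.6%, and the p-value rests on the 1 site that went the other way. The doxycycline group without blebbistatin is the treated group of one of these lists and the reference of the other, and unchanged groups simulated with that sharing had opposite directions at 66.9% of sites and 0 sites called in both.

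Sites were set against RNA for the genes the authors annotate to them. Of 377 called genes linked only to lower sites with blebbistatin, 284 fell and 93 rose, so 75.3% fell, and 7 of the 7 genes linked only to higher sites rose (Fisher's exact test, two-sided, p 6.92e-05). Among all called genes 50.8% were lower. With Y27632, 53 of 65 such genes fell, 81.5%, and 13 of 16 genes linked only to higher sites rose (Fisher's exact test, two-sided, p 4.50e-06), against 49.5% lower among all called genes.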

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

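The tests of scaling, depth and other splits in this part were chosen after the result was seen, and those of site width and of RNA at motif sites before. A set of 602 genes moved in opposite directions under the 2 inhibitors, each called against DMSO by limma and called between the inhibitors by edgeR, 346 lower with blebbistatin and higher with Y27632 and 256 the other way. Among them Spry1 changed by -0.80 and 1.24 and Klf2 by -0.82 and 0.81, both chosen after their values were seen. What drew attention was that 2 treatments that lower contractility differed in direction. All 602 genes called in opposite directions against DMSO also passed the test between the inhibitors. That selection already requires a difference, so the test adds little support. Separate scaling of the 2 tables does not account for most of the set. With the 9 libraries scaled together, edgeR gave all 602 genes the same signs and called 553 of them in opposite directions. The 602 genes were called against DMSO by limma, so the count of 553 also reflects the change of test. With edgeR for both scalings, 599 genes were opposite with separate scaling and 610 with joint scaling, and 560 were in both sets. At an absolute log2 change of at least 0.5 under both inhibitors, edgeR gave 42 opposite genes with joint scaling, against 41 with separate scaling. The deeper Y27632 libraries do not account for it either, since 577 genes were opposite with every library thinned to the 23375386 reads of the shallowest, against 610 in the same edgeR test at full depth, and 527 genes were in both sets. What stays open is a difference between the inhibitors other than contractility, which may be a biological cause but was not tested, or a difference in time or dose, which the labels do not resolve. A library batch that follows the treatments cannot be told apart from them.

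The count of genes that differ between the inhibitors, and each count against DMSO, came from 3 libraries against 3. For blebbistatin against DMSO, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. The same held for Y27632 against DMSO, with 1 of 10 splits, and for blebbistatin against Y27632, with 1 of 10 splits. The other splits each called 0 genes, and at an unadjusted p under 0.05 they gave at most 186, 363 and 338 genes, against 8637, 6691 and 8724 in the real splits. The other splits mix the groups compared, which widens the spread within each side. With 10 splits the share of splits cannot fall under 0.1.

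A motif column in the ATAC blebbistatin list, not used in any comparison of the report, lists a TEAD motif at 603 of its sites. TEAD proteins are the DNA-binding partners of Yap and Taz. All 603 were among the 953 lower sites, 63.3% of them, and 0 of the 17 higher sites had it (Fisher's exact test, two-sided, p 5.27e-08). Sites with the motif were wider, with a median of 268 bp against 229 bp. Width does not account for the difference, since none of 10000 draws matched on width had as few motif sites, a share of at most 0.0001, the smallest these draws can give. The lowest draw had 4 motif sites. The motif may have been found by searching these same sites, nearly all of them lower, and unchanged sites were not used here, so its share outside the list stays open. A hypothesis that genes linked to lower sites with the motif fall more in RNA was also tested. The median log2 changes were -0.22 for 306 genes linked only to lower sites with the motif and -0.22 for 167 without (permutation test with 100000 permutations, p 1), and the 95% bootstrap interval of the difference, -0.11 to 0.11, leaves room for a small effect either way.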

How the results depend on the processing

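Of 174 values that the alternatives gave for the 24 main results, 155 kept their direction and their side of the threshold, or their count within 1.5 times, 14 counts or values moved, 4 were weaker and 1 was stronger. A threshold of 1 on the absolute log2 change left 978 genes with blebbistatin (541 higher, 437 lower) and 308 with Y27632, and an adjusted p under 0.01 left 3479 with Y27632, as fewer genes pass a stricter threshold. For the same reason, an FDR under 0.01 left 300 sites with blebbistatin, 78 with Y27632 and 773 with blebbistatin without doxycycline, and an FDR under 0.001 left 27, 15 and 347. An FDR under 0.01 in both lists left 41 shared sites for ATAC blebbistatin and Y27632, 118 for ATAC blebbistatin and blebbistatin without doxycycline, 269 for blebbistatin without and with doxycycline, and 162 for doxycycline and blebbistatin without doxycycline.

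With the correlation between genes estimated in camera, 3 lists were no longer called, at unchanged medians: YAP/TAZ targets with blebbistatin (-0.50, adjusted p 0.0816) and with Y27632 (-0.19, adjusted p 0.183), and matrix degradation with blebbistatin (0.23, adjusted p 0.183). With fry, matrix degradation with Y27632 was called (0.12, adjusted p 0.000365). The cause was not tested. Sites within 10 kb of a transcription start gave 84.6% of genes at lower sites falling with Y27632, but only 1 gene at a higher site (Fisher's exact test, p 0.214). For blebbistatin that alternative and sites at an FDR under 0.01 left no called gene at a higher site and gave no test. The correlation of the treatments across genes was 0.41 at the lowest with separate DMSO libraries, an alternative chosen after seeing the data, against 0.53 with shared ones.

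Leaving out 1 library at a time gave 6994 to 7394 genes with blebbistatin and 4304 to 4839 with Y27632 over 6 fits each, and 7161 to 7991 between the treatments over 9 fits, and changed no call of a list. Among the 46 single genes, 265 values from these fits kept direction and call, 8 were weaker, 1 was stronger and 2 reversed. Over all alternatives, these fits included, 718 values kept both, 15 were weaker, 1 was stronger and 2 reversed. With Y27632, Rock1 went from -0.041 to 0.011 over the 6 fits, above 0 only without DMSO replicate 2 (limma adjusted p 0.863), and Myh10 from -0.11 to 0.0096, above 0 only without Y27632 replicate 1 (limma adjusted p 0.911). The cause was not tested. The stronger value is that of Myh10 with blebbistatin without DMSO replicate 1 (0.13, limma adjusted p 0.0385). The weaker values belong to Rock1 with blebbistatin, whose adjusted p was 0.203 without DMSO replicate 2, and to Cyr61 with Y27632, whose adjusted p was 0.162 without Y27632 replicate 2.

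Libraries with the same replicate number did not deviate together, with correlations of -0.06 to 0.02 for blebbistatin and -0.09 to -0.00095 for Y27632, so the numbers do not pair the libraries. With a replicate block, 7604 genes were called with blebbistatin, 4633 with Y27632 and 7703 between the treatments. Upper quartile scaling moved the share of higher calls from 49.2% to 51.2% with blebbistatin and from 50.5% to 48.1% with Y27632. The depth of the site libraries is unknown, which leaves the precision of single sites unstated.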

Other observations

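Of the tests in this part, that of matched promoter sites was chosen before its result was seen and the others after. The blebbistatin lists are nearly all lower, 98.2% in the ATAC comparison. A common shift of scale between libraries would move sites without regard to the genes near them. The 522 tested genes linked to lower sites of the ATAC list had a median RNA log2 change of -0.22. Of 10000 random lists of the same size matched on expression, 95% had medians between -0.04 and 0.02, and the lowest had -0.07. A shift of scale is therefore not the whole cause in the ATAC list. It could still add to the count of lower sites there, because values at unchanged sites were not used here. The doxycycline experiment has no RNA libraries, so a shift of scale was not tested for its blebbistatin lists and stays open there.

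The doxycycline list and the list of blebbistatin with doxycycline share 2016 sites, against 666 by chance placement, and also share libraries. The ATAC blebbistatin list shares no library with the doxycycline list and still overlapped it at 289 places, against 118 by chance placement, so shared libraries are not the whole cause of the recurrence. Sites with more reads are easier to call in any list, which could raise both overlaps and was not tested. All 289 went in opposite directions, where independent directions would have been opposite at 94.2% (Fisher's exact test, two-sided, p 2.40e-05). That p-value rests on the 2 overlaps that were higher with blebbistatin and lower with doxycycline.

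Promoter sites that rose with doxycycline were seldom in the list of blebbistatin with doxycycline, 35 of 1421 or 2.46%, against 33.7% of the 5876 other sites that rose. Promoter sites had smaller folds, with a median of 1.09 against 1.19, and the second list holds only absolute folds of at least 1. Among sites with a fold of 1 to 1.2 and a log2 mean of 6 to 8, 0.686% of 583 promoter sites and 23.3% of 1328 other sites were in the second list (Fisher's exact test, two-sided, p 5.66e-48, which describes these sites as if independent). Smaller folds with doxycycline are therefore not the whole cause. The sites were not matched on the fold with blebbistatin, which decides whether a site is in the second list. At least 65.9% of the sites tested there reached the FDR threshold before the fold cut. A promoter site absent from that list may thus still have fallen by less than 1. One hypothesis, which this list cannot test, is that the gain at promoters may not depend on myosin activity. A difference in library quality between libraries with and without doxycycline, which might raise promoters in both doxycycline groups alike, cannot be told apart from doxycycline in this design.

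Srp54b had 9.93, 8.79 and 2.95 CPM (reads scaled to the library total) in the DMSO libraries, 3.91, 0.349 and 0.407 with Y27632, and 0.488, 0.383 and 0.542 with blebbistatin. A candidate explanation is that reads were assigned to either Srp54b or its copy Srp54c. Over the 9 libraries, the deviations of the genes from their group means had a correlation of -0.93, the sign that the explanation needs, but an exact permutation test within groups, two-sided, with 216 permutations gave p 0.0787. The relation did not pass 0.05, and the explanation stays open. No biological explanation was tested. The sum of the 2 genes was 26.5 to 29.6 CPM in DMSO and 17.5 to 18.7 with blebbistatin. Srp54c alone was 17.7 to 26.7 CPM in DMSO and at most 18.3 with blebbistatin, so the Srp54b reads lost with blebbistatin did not reappear there.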
